A study of Ramazzottius varieornatus and Hypsibius exemplaris with 16 samples.

How the data were processed

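RNA was sequenced from 2 tardigrade species, Ramazzottius varieornatus (strain YOKOZUNA-1) and Hypsibius exemplaris (strain Z151). For each species there were 3 libraries from active whole animals and 5 libraries from storage cells, the free cells of the body cavity, which were released by dissection and aspirated. Samples were grouped by their titles, which also give the replicate numbers. Per the labels' protocols, whole animals were homogenised and lysed in TRIzol and their total RNA was purified on columns, whereas storage cells went directly into the lysis buffer of the SMART-Seq v.4 kit. The same protocols describe SMART-Seq v.4 amplification of mRNA and KAPA HyperPlus library preparation. The way RNA was obtained therefore differed between the sample types in the same way as the groups did, and effects of the preparation and of the sample type cannot be separated in this design. No sequencing batch or date was used here, because the labels give none.

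The authors deposited 1 table per library, and replicates were not pooled. Each table lists a target (a transcript model), its length, its effective length, an estimated count and a TPM value, per the file headers. The estimated counts are not normalized and need not be whole numbers, because reads shared by several targets are divided among them. Between 9.1% and 16.4% of the targets with a count above 0 had a non-whole count (further than 1e-06 from a whole number) in a given library. The deposited TPM values are counts divided by effective length and scaled to the same total in every library. The quantification program, the read filters, the genome build and the transcript annotation are not given in the sources used here. The R. varieornatus tables list 14532 targets of 13920 genes as judged from the identifiers, and the H. exemplaris tables list 20853 targets of 19939 genes. Of the lengths, 99.6% and 99.2% were multiples of 3, so they are coding lengths without untranslated regions. None of the identifiers of either species (0 matches in each) was found in the table of gene names used here, which covers R. varieornatus under other identifiers. Targets are therefore given by identifier, without gene names or positions, and the tests of gene families planned by product name were not run.

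Libraries held between 5404555 and 11174369 estimated counts. The storage cell libraries were deeper than the whole-body libraries in both species. Every row of the tables names a target, so no count was set aside.

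Estimated counts were rounded to whole numbers and each species was fitted alone with edgeR 4.0.16 (R 4.3.3): filterByExpr with default settings, TMM normalization, and the quasi-likelihood test (glmQLFit and glmQLFTest) of storage cells against whole bodies over all 8 libraries of the species, without covariates. P-values are two-sided and adjusted by the Benjamini-Hochberg method over the targets tested, with a threshold of 0.05. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. CPM values use TMM-scaled library sizes, except in the test for mixed whole-animal RNA, which uses library totals without TMM factors. A fold against a group with no count was computed against a floor of 3 counts over that group. Ratios with few counts carry an exact binomial 95% interval from the pooled counts, which covers counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules.

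A target was called detected in a library when it had at least 5 counts after the library had been thinned, without replacement, to the depth of the shallowest library of its species (5404544 rounded counts for R. varieornatus and 5437112 for H. exemplaris). Detected targets and the share of counts in each library's 10 most abundant targets were compared by two-sided exact permutation tests over the 56 splits of 8 libraries into 3 and 5. The smallest p-value these tests can give is 0.0179. The storage-cell contrast was compared between species by a two-sided permutation test of the difference of differences, in which species labels were permuted within sample type over all possible arrangements after each species had been centred on the mean of its 2 group means, with Benjamini-Hochberg adjustment over the 2 tests. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

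Named targets were chosen by a fixed rule. Among targets past the threshold whose 5 storage cell values all lay on the same side of the 3 whole-body values, and with a mean of at least 50 CPM in the higher group, the 2 with the largest positive and the 2 with the largest negative log2 fold change were taken per species, which is the rule's case for a species without gene names. The most abundant target of each group by mean TPM was also reported. The design, the tests, the rule for named targets and the alternatives were fixed before the data were examined, except where stated. The alternatives were size factors as in DESeq2 (RLE) and upper-quartile factors, no filter, a replicate block, an offset for target length, the block with that offset, an offset for effective length, thinning, leaving out the 10 most abundant targets, limma-trend 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) for targets with at least 1 TPM in at least 3 libraries, voom with sample quality weights, DESeq2 1.42.0, counts summed per gene, a test against a 2-fold change, counts not rounded, and each replicate left out. For the measures per library, the alternatives were a minimum of 1 or 10 counts, no thinning, the top 100 targets, shares of TPM, and each replicate left out.

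Replicates were checked for duplicated libraries. The chi-square per target between 2 libraries of a group, which sampling noise alone puts near 1, was at least 7.17. This excludes a library deposited or sequenced again, but not repeat amplifications of the same RNA, and the libraries were counted as separate replicates because the labels give them as such. The fits were tested on simulated data with the real means, library sizes and within-group dispersions, in which 100 targets were changed 8-fold and 100 were changed 64-fold. For the R. varieornatus comparison (10207 targets tested), the edgeR fit recovered 18% of the 8-fold and 61% of the 64-fold changes and called 26 unchanged targets. For the H. exemplaris comparison (11356 targets tested), it recovered 5% and 52% and called 16 unchanged targets. The 8-fold changes, 3 on the log2 scale, were estimated with a median log2 fold change of 3.33 for raised and -2.94 for lowered targets in R. varieornatus and of 3.42 and -2.58 in H. exemplaris.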

Results

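The transcriptomes of storage cells were compared with those of active whole animals in R. varieornatus and H. exemplaris, to find which transcripts differ in abundance between these cells and the body as a whole. Each species was represented by 3 whole-body and 5 storage cell libraries. In R. varieornatus, whole-body libraries held 5404555 to 5601269 estimated counts and storage cell libraries 8228370 to 11174369. In H. exemplaris, the corresponding totals were 5437134 to 5807509 and 7680812 to 10343744.

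Whole-body replicates were close to each other, and storage cell replicates were not. Across the 10483 targets tested in R. varieornatus, the rank correlation of log2 CPM between whole-body replicates was at least 0.98, while pairs of storage cell replicates ranged from 0.691 to 0.899. Across the 11764 targets tested in H. exemplaris, whole-body pairs ranged from 0.966 to 0.971 and storage cell pairs from 0.667 to 0.886. These correlations are across targets, which are not independent replicates. The biological coefficient of variation estimated by edgeR within each group was 0.15 in whole bodies and 1.18 in storage cells of R. varieornatus. In H. exemplaris it was 0.23 and 1.17. The first principal component separated the sample types and held 65.6% of the variance in R. varieornatus and 64% in H. exemplaris.

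**Figure D1:**
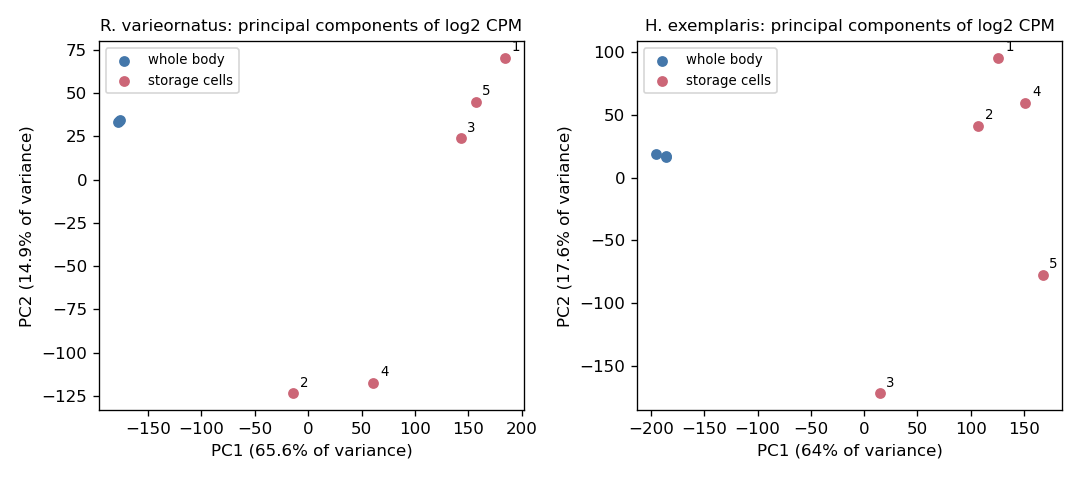
First and second principal components of log2 CPM for the libraries of each species, in arbitrary component units with the share of variance on each axis; each point is a library, and numbers mark the storage cell replicates. Whole-body libraries overlap at the left, and storage cell libraries spread widely, with replicate 2 of R. varieornatus (PC1 of -14) and replicate 3 of H. exemplaris (PC1 of 14.7) lying between the other storage cell libraries and the whole bodies.

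Fewer targets were detected in storage cells than in whole bodies at equal depth. In R. varieornatus, 10796 ± 59.3 targets (SD, n = 3) were detected in whole-body libraries and 8200 ± 750 (SD, n = 5) in storage cell libraries. The 5 storage cell libraries all lay below the 3 whole-body libraries (exact permutation test, two-sided, p = 0.0179, the smallest the design allows). In H. exemplaris, 12524 ± 271 targets (SD, n = 3) were detected in whole bodies and 8462 ± 1070 (SD, n = 5) in storage cells, again with all 5 libraries below (exact permutation test, two-sided, p = 0.0179). Among no thinning and minimums of 1 and 10 counts, no thinning moved the difference most in R. varieornatus, to -2185 targets (exact permutation p = 0.0357). In H. exemplaris a minimum of 1 count did, to -4567 targets (exact permutation p = 0.0179). Without storage cell replicate 4 of R. varieornatus the difference was -2714 targets, and without replicate 2 of H. exemplaris it was -4126 targets (exact permutation p = 0.0571 in both). Both differences were larger in size than with all libraries, and the remaining storage cell libraries still all lay below the whole bodies. The H. exemplaris difference minus the R. varieornatus difference was -1464.5 targets (permutation test over all arrangements of the species labels, p = 0.0321, adjusted p = 0.0321). This contrast between the species no longer passed 0.05 when any of 6 libraries was left out (replicate 2 of the H. exemplaris whole bodies, replicates 1, 4 and 5 of its storage cells, or replicates 2 and 4 of the R. varieornatus storage cells), with p of up to 0.0714. On a log2 scale, where storage cells kept 67.6% of the whole-body number in H. exemplaris and 75.9% in R. varieornatus, it did not pass the threshold (permutation test, p = 0.1044).

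The share of counts held by the 10 most abundant targets differed between the sample types in H. exemplaris only, as far as tested. There it was 9.3% ± 0.81 (SD, n = 3) in whole bodies and 34.7% ± 13.4 (SD, n = 5) in storage cells, and all 5 storage cell libraries lay above the whole bodies (exact permutation test, two-sided, p = 0.0357). The difference of 25.4 percentage points stayed above 0 with any library left out, but p exceeded 0.05 without whole-body replicate 1, 2 or 3 (exact permutation p = 0.0952) and without storage cell replicate 2, 3 or 5 (exact permutation p of 0.0571 to 0.0857). In R. varieornatus it was 20.9% ± 0.59 (SD, n = 3) in whole bodies and 18.1% ± 9.96 (SD, n = 5) in storage cells (exact permutation test, two-sided, p = 0.75). Of the R. varieornatus storage cell libraries, 4 lay below all whole bodies, and replicate 5 lay above them with 35.9%. Without that library the difference was -7.25 percentage points (exact permutation p = 0.0286), so replicate 5 decided this comparison. The direction in R. varieornatus also depended on the measure, since storage cells lay 6.81 percentage points above whole bodies when shares of TPM were used (exact permutation p = 0.3036). The difference between the species in this contrast was 28.3 percentage points (permutation test over all arrangements of the species labels, p = 0.0063, adjusted p = 0.0127).

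**Figure D2:**
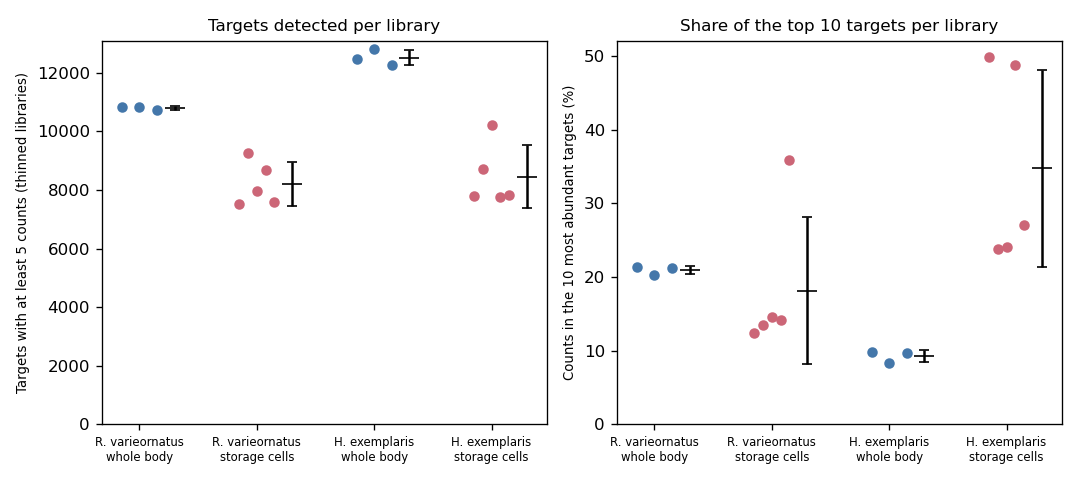
Number of targets with at least 5 counts after thinning (left) and percent of counts in the 10 most abundant targets (right) for each library, by species and sample type; each point is a library, and the bar beside each group is the mean with 1 SD. All storage cell libraries lie below the whole bodies of their species on the left, while on the right they lie above only in H. exemplaris, apart from replicate 5 of R. varieornatus at 35.9%.

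In R. varieornatus, 3161 of 10483 targets tested (30.2%) differed between storage cells and whole bodies at an adjusted p below 0.05 (edgeR quasi-likelihood test). Of these, 1422 were higher in storage cells and 1739 were lower, and 3055 changed by at least 2-fold. The smallest adjusted p was 0.00047. In simulated data with the unequal spread of the 2 sample types, 24.8% of the calls of this test were false. That is above the level the threshold is meant to hold. The median log2 fold change was 1.85 among the targets called higher and -5.11 among those called lower, or 1.85 and -5.03 with targets without a count in a group set to the bound that 3 counts over the group allow. The estimate for the median target was -0.14, so changes are relative to a scaling that places the typical target slightly lower in storage cells. All 5 storage cell values lay above all 3 whole-body values for 18.5% of the targets and below them for 31.0%. Chance would give 1.79% each way if the 8 libraries were exchangeable. Storage cell libraries spread far more than whole bodies, so that baseline does not hold and no excess is read from it. The count of calls was largest with voom and sample quality weights, at 6533 targets. Of the 1739 targets lower in storage cells, 170 had no count in any storage cell library, and of the 1422 higher targets, 5 had no count in any whole-body library. Removing the trend on target length left 897 targets higher and 1220 lower, and 111 of the 3161 calls then had the opposite sign. With size factors as in DESeq2, the share of calls that were higher in storage cells was 33.7%, against 45.0% with TMM. With upper-quartile factors it was 51.0%, with 1725 targets higher and 1656 lower, so which direction held more calls depended on the scaling. The share was 11.9% with log2(TPM + 1), and the cause of this fall was not tested. TPM has no scaling for composition. The TMM factors of whole bodies (1.04 to 1.09) and storage cells (0.67 to 1.17) overlapped. They come from counts and not from counts divided by length, so the overlap does not decide whether this lack matters. The calls rested on every whole-body library, since leaving out whole-body replicate 1, 2 or 3 left 1167, 1259 and 1217 targets.

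In H. exemplaris, 3814 of 11764 targets tested (32.4%) passed the same threshold. Of these, 1548 were higher and 2266 lower in storage cells, and 3802 changed by at least 2-fold. The smallest adjusted p was 0.000515. In the H. exemplaris simulation, 21.9% of the calls of the same test were false, again above that level. The median log2 fold change was 3.33 among higher and -4.87 among lower targets, or 3.34 and -4.37 with the same bounds. It was -0.47 over all targets tested. Storage cell values lay wholly above the whole-body values for 16.2% of targets and wholly below them for 34.2%. The baseline of 1.79% does not hold here either, because of the same unequal spread. No count was found in any storage cell library for 588 of the lower targets, and none in any whole-body library for 16 of the higher targets. With log2(TPM + 1) and limma, 8871 targets passed and 7.8% of them were higher in storage cells, against 40.6% in the edgeR fit. Leaving out whole-body replicate 1, 2 or 3 left 2062, 2229 and 2335 calls, and leaving out storage cell replicate 3 raised the number to 5589. TMM factors in this species ran from 1.85 to 2.04 in whole bodies and from 0.51 to 0.96 in storage cells, so the sample types differed in composition. The share of higher calls was 38.4% with size factors as in DESeq2 and 44.0% with upper-quartile factors, so among the scalings that allow for composition it moved little.

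**Figure D3:**
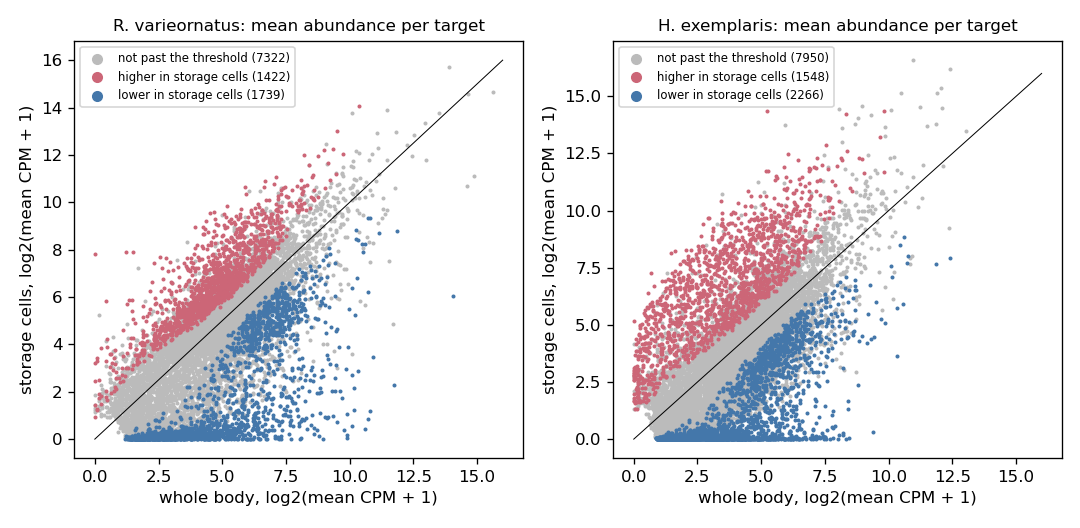
Mean abundance of each tested target in whole bodies (x axis) and storage cells (y axis), as log2(mean CPM + 1), for each species; red and blue points passed the threshold of the edgeR test and the line marks equal abundance. In R. varieornatus 1422 targets are higher and 1739 lower in storage cells, and in H. exemplaris 1548 are higher and 2266 lower, many of the lower ones lying at or near 0 in storage cells.

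Among the R. varieornatus targets chosen by the fixed rule, g2771.t1 (584 bp) rose the most. It had no count in the 3 whole-body libraries and 224 ± 173 CPM in storage cells (SD, n = 5), at least 1310-fold above the floor of 3 counts over the whole-body group (edgeR adjusted p = 0.00481). Its counts were not whole numbers, so reads were shared with another target and its level is uncertain. Target g9429.t1 (1152 bp) had 0.343 ± 0.298 CPM in whole bodies (SD, n = 3) and 56.3 ± 34.5 CPM in storage cells (SD, n = 5), with a log2 fold change of 7.3 (SE 1.2, edgeR adjusted p = 0.00572). Its whole-body level rests on 6 counts, which gives a pooled ratio of 151 with an exact 95% interval of 69.3 to 412. Target g8459.t1 (2019 bp) fell from 943 ± 215 CPM (SD, n = 3) to 2 counts over the 5 storage cell libraries, a pooled ratio of 22500 with an interval of 6220 to 185000 (edgeR adjusted p = 0.000613). Target g1434.t1 (5301 bp) fell from 491 ± 117 CPM (SD, n = 3) to 1 count, a pooled ratio of 23400 with an interval of 4200 to 925000 (edgeR adjusted p = 0.00047).

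In H. exemplaris, BV898_18925.t01 (438 bp) rose from 36.7 ± 6.39 CPM in whole bodies (SD, n = 3) to 20900 ± 9170 CPM in storage cells (SD, n = 5), a log2 fold change of 9.16 (SE 1.34, edgeR adjusted p = 0.00343). It was also the most abundant target of the storage cells by deposited TPM, with 56107 ± 23564 TPM (SD, n = 5) against 310 ± 41.7 TPM in whole bodies (SD, n = 3). Target BV898_10940.t01 (294 bp) rose from 0.578 ± 0.414 CPM (SD, n = 3) to 152 ± 85.9 CPM (SD, n = 5), a log2 fold change of 8.0 (SE 1.11, edgeR adjusted p = 0.00294). Target BV898_00016.t01 (768 bp) had 324 ± 89.6 CPM in whole bodies (SD, n = 3) and no count in storage cells, at least 3260-fold lower against a floor of 3 counts over the storage cell group (edgeR adjusted p = 0.00158). Target BV898_13158.t01 (564 bp) had 260 ± 11.2 CPM (SD, n = 3) and no count in storage cells, at least 2620-fold lower against the same floor (edgeR adjusted p = 0.00133).

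The remaining most abundant targets did not all differ between sample types. Their TPM values carry no scaling for composition, whereas the log2 fold changes come from TMM-scaled counts, so the 2 need not match. The leading target of R. varieornatus whole bodies had 50496 ± 2418 TPM (SD, n = 3) there and 23400 ± 20000 TPM in storage cells (SD, n = 5), and its log2 fold change of -0.06 (SE 1.29) did not pass the threshold (edgeR adjusted p = 0.98). The leading target of R. varieornatus storage cells had 48842 ± 30703 TPM (SD, n = 5) against 6350 ± 532 TPM in whole bodies (SD, n = 3), a log2 fold change of 3.71 (SE 0.98, edgeR adjusted p = 0.025). The leading target of H. exemplaris whole bodies had 24616 ± 662 TPM (SD, n = 3) and 28100 ± 17500 TPM in storage cells (SD, n = 5). This difference in TPM was smaller than the spread between storage cell replicates. On TMM-scaled counts the log2 fold change was 1.92 (SE 1.11), which did not pass the threshold (edgeR adjusted p = 0.214).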

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

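The tests on replicate 5 of R. varieornatus, on the differences between species and on mislabelling were chosen after the results had been seen, and the test for mixed whole-animal RNA was set before. Groups of 5 libraries were screened for a library far from the others in 20 comparisons, of which chance alone is expected to pick out about 1 in 20. They picked out 4 here, of which 2 rest on the same library and on 3 counts in all. No biological explanation was tested in any of these cases beyond the groups of the design.

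Storage cell replicate 5 of R. varieornatus stood apart from its group. Its 10 most abundant targets held 35.9% of the counts, against 12.4% to 14.5% in the other 4 storage cell libraries. The gap to the nearest library was 0.91 of the range of the group. A single dominant target does not account for the whole excess: its most abundant target held 15.4% of the counts, and after it was set aside the next 10 held 25.0% of the rest, against 8.4% to 13.3% in the other 4. Capture of fewer distinct RNA molecules cannot be told apart from a difference in the cells collected. The library had 7578 targets detected after thinning, against 7510 in replicate 1, a gap far smaller than the SD of the group (750). With a minimum of 10 counts it had the fewest of its group, 6983 against 7157 in replicate 1. It also had the most targets at 0 among those with a group mean of at least 20 CPM, 220 against 6 to 206 in the other 4 libraries. Uneven amplification stays open as well.

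Storage cell replicate 3 of H. exemplaris was the least like its group, with a mean rank correlation of 0.723 with the other storage cell libraries, against 0.806 to 0.838 for those. It also had the most targets detected of its group (10233). Its correlation with its own group exceeded that with the whole bodies by 0.211, which argues against a mislabelled whole-body library. Whole-animal RNA mixed into the library stays open. Of 321 targets of at least 20 CPM in whole bodies that had no count in the other 4 storage cell libraries, 154 were present here. These spread from 0.292% (10th percentile) to 33.2% (90th percentile) of their whole-body level. Both the cut and these ratios were computed without TMM factors. Those factors were 1.85 to 2.04 in whole bodies and 0.85 in this library, so the ratios would be higher on the TMM scale. Of the targets for which the median ratio of those present predicts 10 or more counts, 54.5% were at 0. That ratio leaves out the targets at 0, and the same share was at least 66.7% in the 3 other storage cell libraries of the species with such targets, so it does not decide. The mean rank correlation of the library with the whole bodies (0.512) was below those of replicates 1 (0.548) and 2 (0.589). It was close to that of replicate 4 (0.511) and above that of replicate 5 (0.453), so this comparison does not decide either. Over the 321 targets, which are not independent, the counts of the library had a rank correlation of -0.05 with the whole-body level. This goes against mixing without excluding it, since uneven amplification of little RNA also weakens such a correlation. RNA of a particular other cell type, and a different state of the storage cells, stay open as well.

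Storage cell replicate 2 of R. varieornatus held all the counts that the group had for both named targets that fell, 0.170 CPM of g8459.t1 (2 counts) and 0.090 CPM of g1434.t1 (1 count), with the other 4 libraries at 0. Counts this low lie within counting error of 0. The library nevertheless lay closest to the whole bodies, with a mean rank correlation of 0.648, against 0.509 to 0.575 in the other 4. Its correlation with its own group was higher by 0.086, which argues against a mislabelled whole-body library. Of 154 whole-body targets at 0 in the other 4 libraries, 122 were present here, at a median of 5.29% of the whole-body level. Those present ran from 0.275% (10th percentile) to 158.7% (90th percentile) of the whole-body level. Whole-animal RNA mixed into the library stays open: 20.8% of the targets were at 0 although the median ratio of those present predicts 10 or more counts, but that ratio leaves out the targets at 0 and so does not decide. The same share was 65.4% to 73.2% in replicates 3, 4 and 5, and replicate 1 had no such target. Over the 154 targets, which are not independent, the counts had a rank correlation of only 0.16 with the whole-body level, which goes against mixing without excluding it. RNA of a particular other cell type stays open as well.

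The species differed in how the sample types compared. Storage cells of H. exemplaris lost more detected targets relative to whole bodies than those of R. varieornatus, a difference of -1464.5 targets. A larger number of targets in the H. exemplaris reference is a candidate explanation, since on a log2 scale the difference between the species did not pass 0.05 (permutation test, p = 0.1044), although a test of this size does not show that the relative losses are equal. In H. exemplaris the top 10 share was 25.4 percentage points higher in storage cells than in whole bodies, while in R. varieornatus the difference was -2.81 percentage points, which leaves 28.3 percentage points between the species. Length weighting of counts is argued against, since with shares of TPM the difference was still 18.44 percentage points (permutation test, p = 0.0079). A single aberrant library is argued against as well, because the largest p with any of the 16 libraries left out was 0.0095 (permutation test). A difference between the species, in the storage cells or in the whole bodies, and a difference in how cleanly cells were collected stay open as untested explanations. The culture temperature also differed between the species in every sample, so its effects cannot be separated from those of the species.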

How the results depend on the processing

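The fit to replicates 1 to 3 without the block was added after the data had been seen. Every other setting was fixed beforehand.

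The number of targets past the threshold ran from 2984 to 3381 in R. varieornatus and from 3709 to 3996 in H. exemplaris under RLE and upper-quartile factors, no filter, the effective-length offset, thinning, leaving out the 10 most abundant targets, counts summed per gene and counts not rounded. No call of the edgeR fit changed sign under these settings, leaving aside the sums per gene, where this was not counted. The scaling shifts all log2 fold changes together: the median over all targets was -0.39 with RLE and 0 with upper-quartile factors in R. varieornatus, and -0.52 and -0.36 in H. exemplaris. The cause of the changes below was not tested, unless stated.

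In R. varieornatus, log2(TPM + 1) with limma-trend gave 5099 targets (609 higher, 4490 lower, 4956 at least 2-fold). With log2(TPM + 0.1) the number was 4717, with 601 higher, 4116 lower and 4602 at least 2-fold. Voom with sample quality weights gave 6533 (2211 higher, 4322 lower, 5908 at least 2-fold). DESeq2 gave 4572 calls, of which 2932 were lower. The test against a 2-fold change gave 1712 calls, all at least 2-fold by its construction, with 538 higher. The length offset left 897 higher targets and 2117 in all. In H. exemplaris, log2(TPM + 1) gave 8871 targets (691 higher, 8180 lower, 8699 at least 2-fold) and log2(TPM + 0.1) gave 8701 (681 higher, 8020 lower, 8616 at least 2-fold). Voom with sample quality weights gave 7420, with 5316 lower and 7183 at least 2-fold. DESeq2 gave 5686 calls, of which 3435 were lower. TPM values carry no scaling for composition. In R. varieornatus the TMM factors overlapped between whole bodies (1.04 to 1.09) and storage cells (0.67 to 1.17). These factors come from counts, whereas TPM is scaled on counts divided by length. Storage cell counts of that species leaned to shorter targets, with a log2 change of -0.83 to -0.66 per doubling of length. The overlap therefore does not decide whether the lack of scaling accounts for the changes there. With log2(TPM + 1), the median log2 change over all targets moved from -0.14 to -1.14 in R. varieornatus and from -0.47 to -1.87 in H. exemplaris. Of the H. exemplaris calls of the edgeR fit, 289 had the opposite sign on that scale, and of the R. varieornatus calls 11 did. The TPM fits were not tested on simulated data. In simulated data with the unequal spread of the 2 sample types, 73.8% of the voom calls and 58.5% of the DESeq2 calls were false in the R. varieornatus simulation, and 72.5% and 57.2% in the H. exemplaris simulation, against 24.8% and 21.9% for the edgeR quasi-likelihood test. Voom and DESeq2 also recovered more of the simulated changes: 55% and 60% of the 8-fold and 85% and 89% of the 64-fold ones in R. varieornatus, against 18% and 61% for edgeR, and 62% and 54% of the 8-fold and 78% and 89% of the 64-fold ones in H. exemplaris, against 5% and 52%. Only 200 targets were changed in each simulation, so these false shares do not carry over to the real data, where many more targets were called.

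No sign was found that the replicate numbers pair the samples. Deviations of same-numbered whole-body and storage cell libraries from their group means correlated by 0.04, 0.03 and 0.01 in R. varieornatus and by 0.03, -0.04 and 0.04 in H. exemplaris. With the replicate block in edgeR, no R. varieornatus target passed (0 in all, 0 higher and 0 lower, with 3058 at an unadjusted p below 0.05), and 161 H. exemplaris targets did (84 higher, 77 lower, 161 at least 2-fold). With the block and the length offset the number was 0 in both species, with 2400 and 3456 targets at an unadjusted p below 0.05. The same 6 libraries without the block gave 2721 and 3508 targets, so the smaller number of libraries alone does not account for the loss. In the simulations the blocked fit recovered 0 of the changed targets. The named targets kept their direction under the block, but 7 of the 8 no longer passed the threshold. The edgeR adjusted p with the block was 0.0956 for all 4 R. varieornatus targets, 0.0715 for BV898_18925.t01, 0.0584 for BV898_00016.t01 and 0.0578 for BV898_13158.t01, while BV898_10940.t01 passed with 0.0488. With the block and the length offset none of the 8 passed (edgeR adjusted p of 0.149 to 0.159 in R. varieornatus and 0.0564 to 0.0909 in H. exemplaris). Without the block, the highest adjusted p of any named target was 0.0371 over the 19 settings in which each was tested. The fit to the same 6 libraries without the block was not among these settings. The labels do not say whether the numbers pair the samples. The wide spread of storage cell libraries could hide a weak pairing from the correlations above, so pairing is neither shown nor excluded. Because the blocked fit recovered 0 of the simulated changes, these losses are not read as weaker effects.

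Leaving out each replicate in turn gave 1167 to 4319 changed targets in R. varieornatus, with 378 to 1782 higher, 789 to 2537 lower and 1167 to 4106 at least 2-fold. In H. exemplaris the ranges were 2062 to 5589, with 650 to 2003 higher, 1412 to 3586 lower and 2062 to 5576 at least 2-fold. The low ends came from leaving out a whole-body replicate. The high ends came from leaving out storage cell replicate 2 in R. varieornatus and replicate 3 in H. exemplaris. Fewer libraries enter these fits. The 8 named targets kept their direction and passed the threshold under all 19 settings without the block in which each was tested.

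The loss of detected targets kept its direction under the 3 other ways of counting and with each library left out. It ranged from -2861.08 to -2424.33 in R. varieornatus and from -4503.92 to -3883.92 in H. exemplaris with a library left out, with an exact permutation p of 0.0571 without storage cell replicate 4 of R. varieornatus or replicate 2 of H. exemplaris. The difference between the species ranged from -1907.18 to -1200.18 targets (permutation p of 0.0032 to 0.0714). The top 10 share in H. exemplaris lay 21.65 to 28.19 percentage points higher in storage cells with a library left out (exact permutation p of 0.0286 to 0.0952). Fewer libraries leave fewer splits, which limits the p these tests can reach. In R. varieornatus the difference ranged from -7.25 to -1.39 percentage points, reversed to 3.33 with the top 100 targets and to 6.81 with shares of TPM, and passed 0.05 only without storage cell replicate 5 (exact permutation p of 0.0286). The difference between the species in the top 10 share ranged from 24.46 to 32.7 percentage points with a library left out.

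Depth affects the number of detected targets: without thinning, the difference in R. varieornatus was -2185.47 targets (exact permutation p = 0.0357), against -2596.7 at equal depth, and the shallower whole-body libraries set that depth. Further limits are the spread between storage cell libraries and the 3 whole-body libraries, and in the simulations only 18% and 5% of 8-fold changes were recovered in R. varieornatus and H. exemplaris. The gene family tests, and the gene family part of the comparison between species, were not run, because no product names were used for either species.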

Other observations

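The tests of depth, of the length trend and of split gene models were chosen after results had been seen, and the tests of shared reads, abundant targets, length classes and sample splits were set before.

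The number of calls was set against that from every other division of the libraries. Of the 56 splits of the 8 libraries into 3 and 5, only 1, the real one, gave as many targets in R. varieornatus, and likewise only 1 in H. exemplaris. The next largest splits gave 1159 and 134 targets. In R. varieornatus that split parted storage cell replicates 1, 3 and 5 from replicates 2 and 4 and the whole bodies. Because the whole bodies were in that group, the split does not show how many targets differ among the storage cell libraries alone. In each species, 53 of the other splits gave 0 targets. Splits that mix the tight whole bodies with storage cells raise the dispersion, so few calls were to be foreseen there. The smallest share these splits can give is 0.0179. The comparison therefore does not exclude chance as a source of the calls.

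Several technical explanations for the lower number of detected targets in storage cells were tested. Library depth is argued against, since every storage cell library was deeper than every whole-body library of its species and still had fewer targets, with differences of -2185.5 in R. varieornatus and -3661.4 in H. exemplaris without thinning. Crowding by a few abundant targets is argued against as the whole cause, since without the 100 most abundant targets of each library the differences were -2548.8 and -3259.3 (exact permutation p = 0.0179 in both). Target length is argued against as well, since the smallest difference among 3 equal classes of targets by length was -693.2 and -1156.7, with every storage cell library below the whole bodies in each class (exact permutation p = 0.0179). What stays open is a smaller amount of starting RNA, for which no measurement was used here and which would follow the sample type. A smaller set of genes expressed by one cell type than by a whole animal stays open as well.

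Among targets with a mean of at least 20 CPM in their own group, 6.1% of 5512 targets in R. varieornatus storage cells and 3.5% of 3587 in H. exemplaris storage cells had no count in at least 1 library. In whole bodies this was the case for 0.1% of 6103 and 0.2% of 7011 targets. In R. varieornatus the targets at 0 numbered 206, 6, 153, 38 and 220 in storage cell replicates 1 to 5.

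Targets lower in storage cells were longer than those higher, with medians of 1809 bp and 885 bp in R. varieornatus and 1551 bp and 1011 bp in H. exemplaris. The rank correlation of the log2 fold change with length across targets, which are not independent, was -0.34 and -0.21. Relative to whole bodies, each doubling of coding length went with a log2 change of -0.83 to -0.66 in the 5 R. varieornatus storage cell libraries and of -0.68 to -0.32 in those of H. exemplaris. Whole-body libraries of H. exemplaris also differed from each other in this respect, with slopes of 0.12 in replicate 1 and -0.11 in replicate 3, against at most 0.01 in size in R. varieornatus. The trend is argued against as the whole cause of the calls, since 58.5% and 84.0% of them were kept with the trend removed. Whether the trend itself reflects the preparation, such as loss of long RNA on direct lysis, or shorter transcripts being expressed in storage cells cannot be told apart, because the preparation follows the sample type in every library.

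Genes with consecutive identifier numbers tended to change alike. Their log2 fold changes had a rank correlation of 0.181 over 8102 pairs in R. varieornatus and 0.209 over 7793 pairs in H. exemplaris (one-sided permutation test, p = 0.0001 in both, the smallest that 10000 permutations can give). The correlation fell to 0.063 and 0.107 at an identifier distance of 2 and to 0.021 and 0.03 at a distance of 5. At a distance of 50 it was 0 and -0.009. In H. exemplaris, 279 pairs had both genes called higher in storage cells, against 139.3 expected if calls were spread at random over identifiers, and in R. varieornatus 217 against 154.9. Reads shared between similar targets are argued against as the whole cause, since genes with whole counts in every library kept a correlation of 0.175 and 0.157 (permutation p = 0.0001). Genes split over consecutive models cannot be told apart from neighbouring genes that change together: at a distance of 2 the correlation among genes with whole counts was 0.052 and 0.075, and models split into more than 2 parts would give the same. If identifiers follow the order of genes along the genome, which was not tested here, a candidate explanation is that neighbouring genes, such as tandem copies, share their abundance in storage cells.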
